A study of Homo sapiens with 6 samples. Its data were reported in "Transfer RNA acetylation regulates in vivo mammalian stress signaling" (2025).

How the data were processed

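RNA-seq data of 6 HEK-293T libraries, 3 WT and 3 THUMPD1 KO, were analysed. THUMPD1 KO cells were a sorted single-cell clone made with CRISPR-Cas9. Total RNA was isolated with Trizol, depleted of ribosomal RNA, made into stranded libraries and sequenced in paired-end mode on an Illumina NovaSeq. The authors aligned reads to GRCh38 with STAR and estimated gene counts with RSEM. The deposited table holds these expected counts, which need not be whole numbers and are not scaled between libraries. The strand setting of the counting is not stated. Total expected counts per library lay between 32225646 and 44099898.

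The table has 58870 genes, of which 31730 had a count above 0 in any library. Gene names, positions, GC content and lengths came from GENCODE 44 on GRCh38, in which 58472 (99.3%) of the Ensembl IDs were found. The methods of the study name GENCODE 46, but 15256 matched IDs carry a lower version than in release 44 and 1 a higher one, so the table appears to rest on an older release. Symbols of 21845 matched genes differ between the table and release 44, and the current symbols are used here. The table has 45 separate Y copies of pseudoautosomal genes, and 16 of these are 0 in every library.

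Groups and replicate numbers were taken from the sample labels. The main comparison followed the study's methods. Genes with at least 1 CPM in at least 3 of the 6 libraries were kept, a number of libraries that the study does not state. These 15088 genes held 99.7 to 99.8% of the counts. Counts were quantile normalized and fitted with limma-voom (limma 3.58.1 in R 4.3.3), all 6 libraries in one fit with genotype as the only term. Tests were two-sided, and p values were adjusted over all genes tested by the Benjamini-Hochberg method with a threshold of 0.05. A further count required a log2 fold change of at least 1 in size. CPM values were computed from the deposited expected counts and total counts per library, and are given as mean ± SD. For THUMPD1, an exact permutation test over the 20 groupings of 3 and 3 libraries was added. Gene lists were tested with fgsea 1.28.0 on the moderated statistic of all tested genes with a fixed seed, and adjusted over the 6 lists tested. The main fit, the gene lists, the rule for naming genes and most alternatives were chosen before the data were examined.

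Genes were named in the text by this rule: THUMPD1, the genes of a list drawn up from the study, and at most 3 members of each other list with the smallest adjusted p. The list from the study includes LARS1, SARS1, EIF2AK1, EIF2AK2 and EIF2AK3, which its text does not name. To these were added the 5 highest and the 5 lowest log2 fold changes among genes called by both limma-voom and edgeR, with a symbol, a mean count of at least 100 in the higher genotype and no overlap between genotypes. Genes named beyond this rule (SLFN11 and SLFN12 as genes of the study below the filter, the genes at the ends of a region, CHAC1 and HSPA8) were chosen after their values were seen. Where all libraries of a genotype had 3 counts or fewer, a fold was computed against 3 counts and given as a lower bound.

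Replicate numbers are shared between genotypes, and the labels do not say what they mark. The pairing was checked on 11666 genes by correlating deviations from the genotype means. The correlation was 0.227, 0.263 and 0.141 for the pairs with numbers 1, 2 and 3, all above 0.1, and between −0.247 and 0.0988 for pairs with different numbers. The numbers were therefore taken to pair the libraries, and the fit with the replicate number as a block was an alternative to the fit of the study, which has no block.

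Other settings were TMM library sizes, library sizes alone, at least 1 CPM in all 6 libraries or in at least 1, no CPM filter, sample quality weights, the replicate block, and each library left out in turn with the 15088 tested genes kept. The other tests were the edgeR quasi-likelihood test (edgeR 4.0.16) and DESeq2 1.42.0, both on counts rounded to whole numbers. For counts of genes, an adjusted p under 0.01 and a treat test against a fold change of 1.5 were tried. Lists were also tested with camera (preset correlation of 0.01, or estimated), with fry and with fgsea ranked by log2 fold change. For ribosomal protein genes, counts of 1519 processed pseudogenes (2.36% of the summed counts) were added to the parent genes. Added after seeing the data were removal of each library's trend along GC content and length (natural splines with 5 degrees of freedom on the log2 values), omission of the genes of 3 lower segments (THUMPD1 kept), both of these with the replicate block, camera and fry with the block, and leave-one-out fits in which the filter of 3 libraries was applied again to the 5 libraries left.

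For positions, log2 fold changes limited to 1 in size were split along each chromosome by recursive binary segmentation. A split was kept above the 95th percentile of the largest statistic in 100 shuffles of gene order. Segments of at least 5 genes with a median of at least 0.2 in size were counted as shifted. Lower segments with at least 20 genes, of which at least 90% were lower, were examined further and omitted in the alternative above, a choice made after seeing the data that leaves out a less uniform segment of chromosome 6. The medians of the lower segments are given relative to the median gene elsewhere, and 10000 random gene sets of the size of chromosome 22 were drawn. For replicate 1, counts rounded to whole numbers were thinned at random 10 times so that all libraries had about the smallest total, with the tested genes kept. Codon shares were computed from GENCODE 44 coding sequences with at least 100 codons, of which at least 10 code for Leu and 10 for Ser. They are shares of the Leu or the Ser codons of a gene, and had a value for 90.6% of tested coding genes.

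The limma-voom, edgeR, DESeq2 and replicate block fits were tested on simulated data, with counts drawn from the means and library sizes of the 15088 genes. In these, 200 genes were changed by 2-fold or more, 100 others belonged to a shifted segment or list, and 14788 were unchanged. The limma-voom fit recovered 197 of the 200 (98.5%), and 14 of its 266 calls (5.26%) fell on unchanged genes, while edgeR recovered 198 (5.93% of calls on unchanged genes), DESeq2 196 (6.99%) and the fit with the block 196 (7.06%), which is above the threshold of 5% for each fit. A single run was made, so these shares cannot show an excess over 5%. Recovery was measured only for changes of 2-fold or more, which are larger than most changes called in the data. The other settings were not simulated. A simulated segment of 60 genes was found with 61 genes, and no other segment passed the size threshold. A shifted list of 40 genes had an adjusted p of 7.813e-14 by fgsea and an unshifted one 0.731. Genes were drawn independently and with no replicate effect. The simulation therefore cannot show how list tests or the block behave where genes vary together or with replicate number. Intervals and limits cover counting error only.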

Results

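RNA sequencing compared wild-type (WT) HEK-293T cells, an immortalized human embryonic kidney line, with a derived line in which THUMPD1 had been disrupted with CRISPR-Cas9 (THUMPD1 KO). THUMPD1 is the adaptor with which the acetyltransferase NAT10 modifies cytidine in tRNA for Leu and Ser. The data comprised 6 libraries of ribosomal RNA-depleted total RNA, 3 per genotype. Total expected counts were 42124848, 39168200 and 37275856 in WT replicates 1, 2 and 3, and 38859251, 44099898 and 32225646 in THUMPD1 KO replicates 1, 2 and 3. Levels are given as counts-per-million values (CPM), and at these depths 1 CPM stood for 32.2 to 44.1 read pairs. Mitochondrial genes took between 2.81 and 3.32% of each library, and the 10 most abundant genes took between 9.94 and 10.9%. Across genes, which are not independent replicates, Spearman's rho was 0.996 to 0.998 between libraries of one genotype and 0.988 to 0.991 between genotypes. Between libraries of one genotype the chi-square per degree of freedom was 4.29 to 18.3, so no 2 of them agreed within counting noise as a library deposited more than once would. This does not show how independent they are, and the labels give them as separate replicates.

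The targeted gene was examined first, in every library, as a check of the labels. THUMPD1 (ENSG00000066654.14, GRCh38 chromosome 16, 20702816 to 20742084, minus strand) had expected counts of 3258, 3315 and 3013 in the WT libraries and 395, 529 and 353 in the THUMPD1 KO libraries. Its level was 80.9 CPM ± 3.65 (SD, n = 3) in WT and 11.04 CPM ± 0.918 (SD, n = 3) in THUMPD1 KO, which is 13.6% of WT. The log2 fold change was −2.87 (SE 0.085, limma-voom, Benjamini-Hochberg adjusted p = 3.166e-08). A two-sided exact permutation test of the CPM values gave p = 0.1, the smallest value that 3 against 3 libraries allow. Among the other settings tried, the estimate lay farthest from this value without THUMPD1 KO replicate 2, at −2.96. THUMPD1 shares its locus with ACSM3 on the opposite strand and with ENSG00000285303 on its own strand, and the strand setting of the counting is not stated, which leaves the source of part of the count uncertain. It also lies in a region of chromosome 16 whose other genes had a median log2 fold change of −0.39.

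The comparison of THUMPD1 KO with WT asked how the transcriptome of the THUMPD1 KO line differs from that of WT cells. Since a single THUMPD1 KO clone was compared, the p values here and below measure a difference between the lines. They cannot separate THUMPD1 loss from other differences of the clone. Of 15088 genes tested, 4025 (26.7%) had an adjusted p under 0.05 by limma-voom, 2066 higher and 1959 lower in THUMPD1 KO. Without adjustment, 5922 genes had p under 0.05. Most of these changes were small: the median absolute log2 fold change of the changed genes was 0.33, and 72.0% of them changed by less than 0.5 on the log2 scale. The median standard error of a log2 fold change was 0.070. A change of at least 2-fold was seen for 270 genes, 125 higher and 145 lower. In 42.2% of the tested genes the 3 WT and the 3 THUMPD1 KO values did not overlap, where chance gives 10%. The edgeR quasi-likelihood test called 3874 genes, and 3532 of the 4025 genes were called by it in the same direction. The setting that moved the count most was an adjusted p under 0.01, with 2083 genes. A single library also mattered, since the count was 2663 without THUMPD1 KO replicate 2. The count of genes changed at least 2-fold rose to 630 when no CPM filter was used. The plot of change against abundance shows all tested genes.

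**Figure D1:**
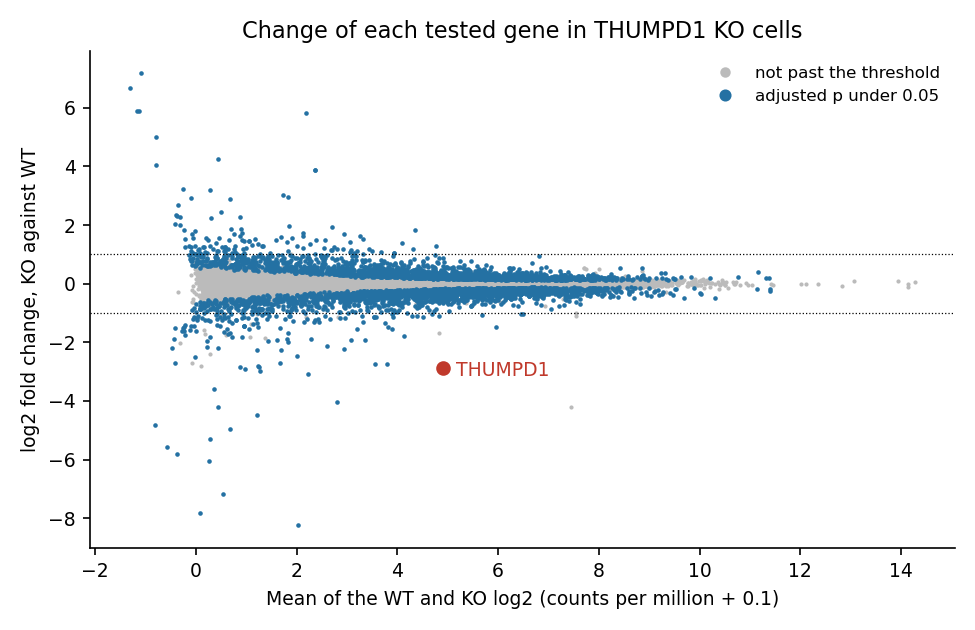
Each point is one of the 15088 tested genes, with the mean of the WT and THUMPD1 KO log2(CPM + 0.1) on the horizontal axis and the log2 fold change on the vertical axis, where blue points have an adjusted p under 0.05 and dotted lines mark 2-fold changes. The 4025 changed genes lie on both sides of 0 and mostly between the dotted lines, and THUMPD1 lies at −2.87.

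Among genes that met the rule for naming, the highest log2 fold changes were those of ZNF726 (3.18), DNAH6 (3.02), MIR34AHG (2.94), CRMP1 (2.88) and B3GALT1 (2.46). The place of ZNF726 in this order depended on the setting. It was at 2.98 with the replicate block, under DNAH6 (3.01). By edgeR it was at 2.73, under DNAH6 (3.07), MIR34AHG (2.96) and CRMP1 (2.85), and across the leave-one-out fits it ranged from 2.49 (without WT replicate 2) to 3.59 (without WT replicate 3). DNAH6 (ENSG00000115423.18, chromosome 2, 84516455 to 84819589) rose from 1.07 CPM ± 0.111 (SD, n = 3) to 9.19 CPM ± 0.497 (SD, n = 3), with an SE of 0.14 and an adjusted p of 3.556e-07 by limma-voom. MIR34AHG (ENSG00000228526.7, chromosome 1, 9148011 to 9198906), a long noncoding RNA, rose from 1.21 CPM ± 0.446 to 9.63 CPM ± 0.803. ZNF726 lies in a region of chromosome 19 in which neighbouring zinc-finger genes were also higher, and it has close paralogs there. Its expected counts were whole numbers in all 6 libraries (21, 10 and 18 in WT, 98, 145 and 83 in THUMPD1 KO). These give no sign of reads divided among paralogs, but reads given wholly to another gene would not show. DNAH6, MIR34AHG, CRMP1 and B3GALT1 each overlap another annotated gene, which leaves the source of some reads uncertain.

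The lowest values in this group were those of MAGEA1 (−8.24), POTEF (−7.18), POTEI (−6.05), ZNF334 and FAR2P1. Across the leave-one-out fits they ranged from −8.36 to −8.06 for MAGEA1, from −7.54 to −6.84 for POTEF and from −6.49 to −5.02 (without THUMPD1 KO replicate 2) for POTEI. MAGEA1 (ENSG00000198681.7, X chromosome, 153179284 to 153183880) had counts of 2538, 2788 and 2533 in WT and 5, 5 and 7 in THUMPD1 KO, with an SE of 0.31 and an adjusted p of 1.326e-07 by limma-voom. ZNF334 (chromosome 20, 46499630 to 46513559) and FAR2P1 (chromosome 2, 130028309 to 130040560) had at most 3 counts in each THUMPD1 KO library, so their levels were at least 46.9-fold and at least 36.4-fold lower. POTEF, POTEI and the pseudogene FAR2P1 belong to families with near-identical copies and had fractional expected counts. Their values are uncertain to the extent that counting divided reads among copies. MAGEA1 also belongs to a gene family, but its THUMPD1 KO counts were whole numbers and give no sign of such a division. POTEF and FAR2P1 are neighbours, inside a stretch of 5 tested genes on chromosome 2 (129968258 to 130129222) that were all lower.

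Whether THUMPD1 loss alone engages the integrated stress response, in which phosphorylation of eIF2α raises translation of the transcription factor ATF4, was a central question of the study. ATF4 (ENSG00000128272.14, chromosome 22, 39519695 to 39522683) fell from 561 CPM ± 57.5 (SD, n = 3) in WT to 440 CPM ± 28.6 (SD, n = 3) in THUMPD1 KO. Its log2 fold change was −0.37 (SE 0.079, limma-voom adjusted p = 0.006041), with all THUMPD1 KO libraries below all WT libraries. This change is of the size shared by most genes of chromosome 22, where ATF4 stood at the 40.5th percentile. ASNS (ENSG00000070669.17, chromosome 7, 97851677 to 97872542) went from 185 CPM ± 45.98 to 132 CPM ± 41.1 (SD, n = 3 each). The ASNS log2 fold change of −0.51 (SE 0.20) did not pass the threshold (limma-voom adjusted p = 0.0756). With the replicate number as a block the adjusted p for ASNS was 2.008e-05, and over all alternatives it ranged from 1.161e-05 to 0.267, the highest without THUMPD1 KO replicate 2. The call was also made without THUMPD1 KO replicate 1 (0.00925), without WT replicate 2 (0.0397) and with sample quality weights (0.0149). The log2 fold change of ASNS itself ranged from −0.77 without THUMPD1 KO replicate 1 to −0.32 without WT replicate 1. ASNS overlaps ENSG00000284707 on its own strand. The plot of single genes shows the values of each library.

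**Figure D2:**
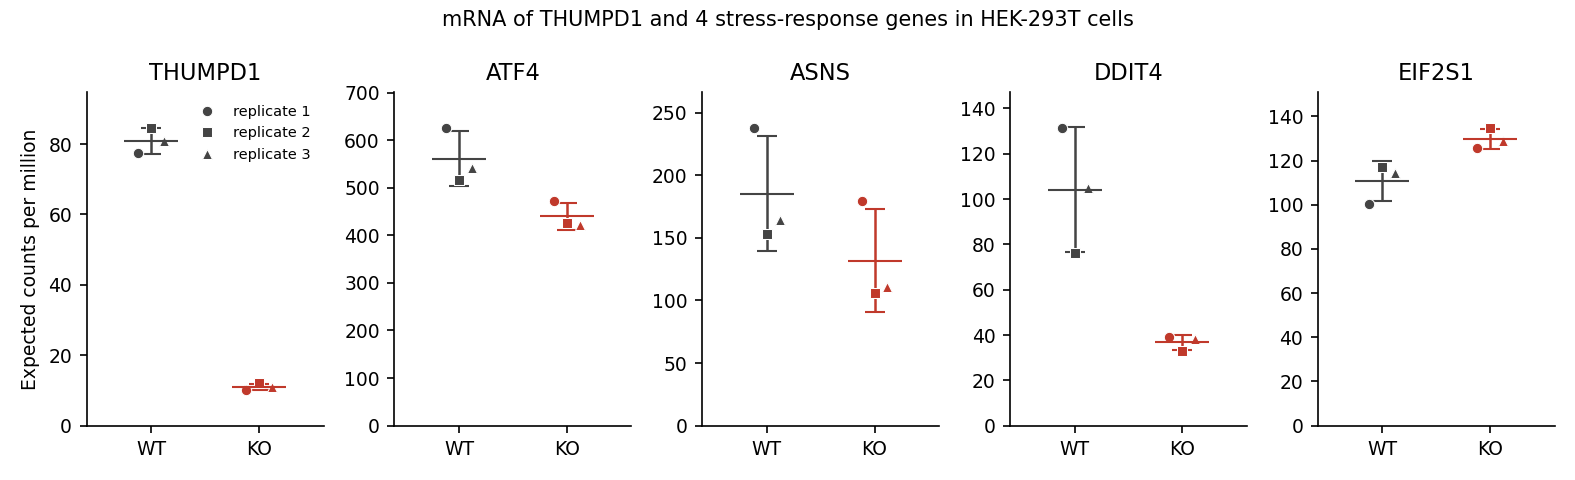
CPM of 5 genes in each WT (grey) and THUMPD1 KO (red) library, with symbols for the replicate number and bars for mean and SD (n = 3). THUMPD1, ATF4 and DDIT4 are lower and EIF2S1 is higher in every THUMPD1 KO library, whereas the ASNS values of the genotypes overlap and replicate 1 is the highest in each.

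Of a list of 24 genes drawn up from the study, 22 were tested and 5 were changed over all genes tested, 2 higher and 3 lower. The list includes LARS1, SARS1, EIF2AK1, EIF2AK2 and EIF2AK3, which the text of the study does not name. Adjusted over the list alone, 5 were also past the threshold. With the replicate block 10 were changed, and 2 without THUMPD1 KO replicate 2 or without THUMPD1 KO replicate 3. Besides THUMPD1 and ATF4, the 5 genes changed in the fit of all 6 libraries were LARS1 (log2 fold change −0.17, adjusted p 0.0431), EIF2S1 (0.21, adjusted p 0.0255) and CDK1 (0.17, adjusted p 0.0302), all by limma-voom and with no overlap between genotypes. Each of these 3 calls depended on single libraries, and each was also lost with no CPM filter. With the GC content and length trend removed, the EIF2S1 (0.0642) and CDK1 (0.0909) calls were lost. CDK1 was not called by edgeR (0.0560), nor LARS1 with library sizes alone (0.0521). The LARS1 call was lost without WT replicate 1 (0.0915), WT replicate 2 (0.0582), THUMPD1 KO replicate 2 (0.124) or THUMPD1 KO replicate 3 (0.154). The EIF2S1 call was lost without THUMPD1 KO replicate 2 (0.105) or 3 (0.0670). The CDK1 call was lost without THUMPD1 KO replicate 2 (0.109) or 3 (0.0753), and without WT replicate 1 (0.0627) or 2 (0.0731). Over all alternatives the adjusted p ranged from 6.156e-04 to 0.154 for LARS1, from 0.00369 to 0.105 for EIF2S1 and from 0.0115 to 0.109 for CDK1.

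No call was made for the eIF2α kinase genes EIF2AK1, EIF2AK2, EIF2AK3 and EIF2AK4, with log2 fold changes between −0.065 and −0.019. The sign for EIF2AK3 was positive without WT replicate 3 (0.013) or THUMPD1 KO replicate 3 (0.0056). The genes NAT10 (0.058), MTOR (−0.031), POLR1A (0.026), POLR1B (−0.080), POLR1C (0.039), GTPBP2 (−0.050), MAP3K20 (−0.054) and PSMB4 (0.099) were not called either. The signs for MTOR, POLR1A and POLR1C changed when single libraries were left out. With the GC content and length trend removed in the fit with the replicate block, PSMB4 (adjusted p 0.0305), POLR1B (0.0227) and EIF2AK1 (0.0486) were called. PSMB4 was also called with the trend removed and no block (0.0441). The replicate block changed the call for 4 more genes of this group. With the block the adjusted p was 0.0144 for SARS1 (log2 fold change −0.14; range over alternatives 0.0103 to 0.518) and 0.0301 for PPP1R15A (0.20; 0.0103 to 0.441). It was 0.0474 for POLR1E (−0.13; 0.0221 to 0.310) and 0.0366 for DDIT3 (−0.39; 0.0312 to 0.637). Without the block these adjusted p values were 0.194, 0.176, 0.0880 and 0.220. Across the leave-one-out fits the log2 fold change ranged from −0.21 to −0.057 for SARS1 and from 0.13 to 0.33 for PPP1R15A. It ranged from −0.16 to −0.092 for POLR1E and from −0.51 to −0.11 for DDIT3. A call appeared without WT replicate 1 for POLR1B (0.0436), POLR1E (0.0400) and PPP1R15A (0.0142). SLFN12 had 0 counts in every library, which allows up to 0.0680 to 0.0931 CPM at a limit of 3 counts, for counting error only. SLFN11 was below the CPM filter, with counts of 4, 0 and 2 in WT and 28, 43 and 29 in THUMPD1 KO. With no CPM filter, where 31730 genes were tested, it was called as higher (log2 fold change 4.18, adjusted p 0.00293).

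Among 6 gene lists, ATF4 target genes had the lowest values. Of 40 listed genes, 37 were tested, 34 of these were lower in THUMPD1 KO, and the median log2 fold change was −0.33. Over all genes tested, 14 members were changed, each of them lower, and adjusted over the list alone 16 were. With the replicate block 29 members were changed (1 higher, 28 lower), and 30 adjusted over the list alone. Single libraries moved the count as well, to 6 without THUMPD1 KO replicate 2, 6 without THUMPD1 KO replicate 3 and 23 without WT replicate 2. The normalized enrichment score was −2.27 (fgsea, adjusted p = 3.611e-06). The alternative that moved it most was camera with a correlation between genes estimated for each list, with an adjusted p of 0.874, and over all alternatives the range was from 4.305e-10 to 0.874. Camera with a preset correlation of 0.01 also called this list and the synthetase list, and neither call held under fry or under an estimated correlation. The members with the smallest adjusted p were DDIT4 (−1.49), PYCR1 (−0.61) and XPOT (−0.36). DDIT4 (chromosome 10, 72273919 to 72276036) fell from 104 CPM ± 27.7 to 36.7 CPM ± 3.41 (SD, n = 3 each). PYCR1 overlaps 3 other annotated genes.

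The genes for cytosolic aminoacyl-tRNA synthetases, listed because of the question of tRNA charging, had a median log2 fold change of −0.13. Of these 20 genes, 14 were lower and 8 were changed (1 higher, 7 lower) over all genes tested, and 8 adjusted over the list alone. With the replicate block 12 were changed. There were 4 without THUMPD1 KO replicate 2, and 5 each without THUMPD1 KO replicate 3 and without WT replicate 1. The enrichment score was −1.71 (fgsea adjusted p = 0.0289), and this call was lost without WT replicate 1 (0.279), THUMPD1 KO replicate 2 (0.0706) or THUMPD1 KO replicate 3 (0.249). VARS1 (−0.38), QARS1 (−0.31) and EPRS1 (−0.27) had the smallest adjusted p values. All 3 lie outside the lower regions described further on.

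For the other 4 lists no shift was called. The study measured lower ribosomal protein levels by proteomics, and the list asked whether the mRNAs moved. Cytosolic ribosomal protein genes had a median of −0.01 over 79 genes and an adjusted p of 0.891 by fgsea. Over all genes tested 5 of them were changed (1 higher, 4 lower), and adjusted over the list alone 2 were. With the replicate block 9 were changed (4 higher, 5 lower), and 2 adjusted over the list alone. The count was 12 without THUMPD1 KO replicate 1, 8 without WT replicate 1, 2 without WT replicate 3, and 3 without any one of the other libraries. Without THUMPD1 KO replicate 1 this list was called as lower (0.00752), and without THUMPD1 KO replicate 3 its score turned positive (adjusted p of 1), so single libraries decided its value. Its named members were RPS15A (−0.44), RPS2 (−0.24) and RPS26 (0.16). RPS15A and RPS2 lie in the lower region of chromosome 16, RPS2 contains small nucleolar RNA genes, and many processed pseudogenes resemble these genes. The RPS26 call was lost without THUMPD1 KO replicate 1 (0.0581) or 2 (0.0582) or WT replicate 3 (0.0646), and with edgeR (0.0730). Its adjusted p ranged from 0.0134 to 0.0730 over all alternatives. The RNA polymerase I and ribosome biogenesis list had a median of 0.0019 over 40 genes and an adjusted p of 0.891. It held 5 changed genes (2 higher, 3 lower), and 5 adjusted over the list alone. It held 8 with the replicate block (6 adjusted over the list alone) and 8 without WT replicate 1. Of its named members, PES1 (−0.29) and RRN3 (−0.36) lie in lower regions of chromosomes 22 and 16, and TAF1B was higher (0.21).

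The list of ribosome collision and quality control genes had a median of 0.01 over 28 genes and an adjusted p of 0.891 by fgsea. It held 10 changed genes (6 higher, 4 lower), and 10 adjusted over the list alone, but 5 without THUMPD1 KO replicate 2 or without THUMPD1 KO replicate 3. Its score was negative, and turned positive without THUMPD1 KO replicate 1 (0.779). ANKZF1 (−0.80), ZNF598 (−0.35) and ASCC2 (−0.23) had the smallest adjusted p values, and they lie in lower regions of chromosomes 2, 16 and 22. For the NF-kB inflammatory list, 23 of 38 genes were tested, with a median of 0.10 and an adjusted p of 0.614. It held 7 changed genes (5 higher, 2 lower), and 7 adjusted over the list alone. The replicate block gave 8. It held 2 without THUMPD1 KO replicate 2 or without THUMPD1 KO replicate 3, and 3 without WT replicate 2 or without WT replicate 3. DUSP1 (0.56) and EGR1 (0.65) were higher. BIRC3 (−0.55), at 1.65 CPM ± 0.140 in WT and 1.22 CPM ± 0.084 in THUMPD1 KO (SD, n = 3 each), lost its call without WT replicate 2 (0.0526) or 3 (0.0843) and without THUMPD1 KO replicate 2 (0.0713) or 3 (0.0745). The BIRC3 call was also lost with edgeR (0.0650), TMM library sizes (0.0674), library sizes alone (0.0894) and no CPM filter (0.0693). Its adjusted p ranged from 0.0115 to 0.220 over all alternatives, the highest with DESeq2. The plot of list members shows each gene.

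**Figure D3:**
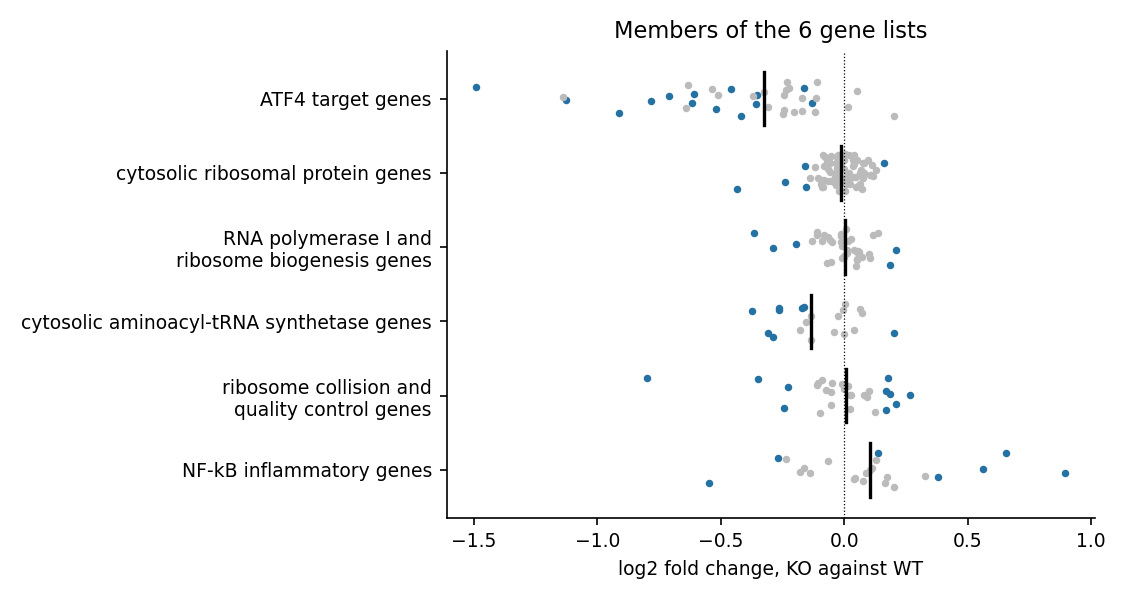
The log2 fold change of each tested member of 6 gene lists on the horizontal axis, where blue members have an adjusted p under 0.05, grey ones do not, and black bars mark medians. The ATF4 targets lie mostly left of 0, with a median of −0.33, and the medians of the ribosomal protein, RNA polymerase I and collision lists lie near 0.

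The position of the changed genes was examined because neighbouring genes moved together, a comparison chosen after the data were seen. Splitting the chromosomes into segments of similar change gave 45 segments, and 12 of them had a median of at least 0.2 in size. On chromosome 22, 94.7% of 375 tested genes were lower than the median gene elsewhere, and the median log2 fold change relative to that gene was −0.36. From 46407 to 21339037 on chromosome 16, a stretch that holds THUMPD1, 95.2% of 249 other genes were lower, with a relative median of −0.41. From 219069355 to 219641980 on chromosome 2, all 20 tested genes were lower, with a relative median of −0.73. These 3 were the segments of at least 20 genes with a median at or under −0.2 in which at least 90% of the genes were lower. A segment of chromosome 6 (20099684 to 27893891) had a median of −0.24 with 56 of 70 genes lower, and was not counted with them. The 644 genes of the 3 segments made up 4.27% of the genes tested and held 463 (23.6%) of the 1959 lower calls. In the 9 pairs of a THUMPD1 KO and a WT library, the relative median ranged from −0.39 to −0.32 on chromosome 22 and from −0.49 to −0.33 on chromosome 16. Between libraries of one genotype it was at most 0.046 and 0.11 in size. The long arm of chromosome 16 (0.079) and chromosome 21 (0.088) had small positive relative medians. By a separate fit of where the lower stretch ends, the 161 short-arm genes past it had a median log2 fold change of −0.017. On chromosome 19, 5 segments with 158 tested genes, 123 of them named ZNF, had a median of 0.42, and 152 of the genes were higher. The 261 tested ZNF genes on other chromosomes had a median of 0.04.

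**Figure D4:**
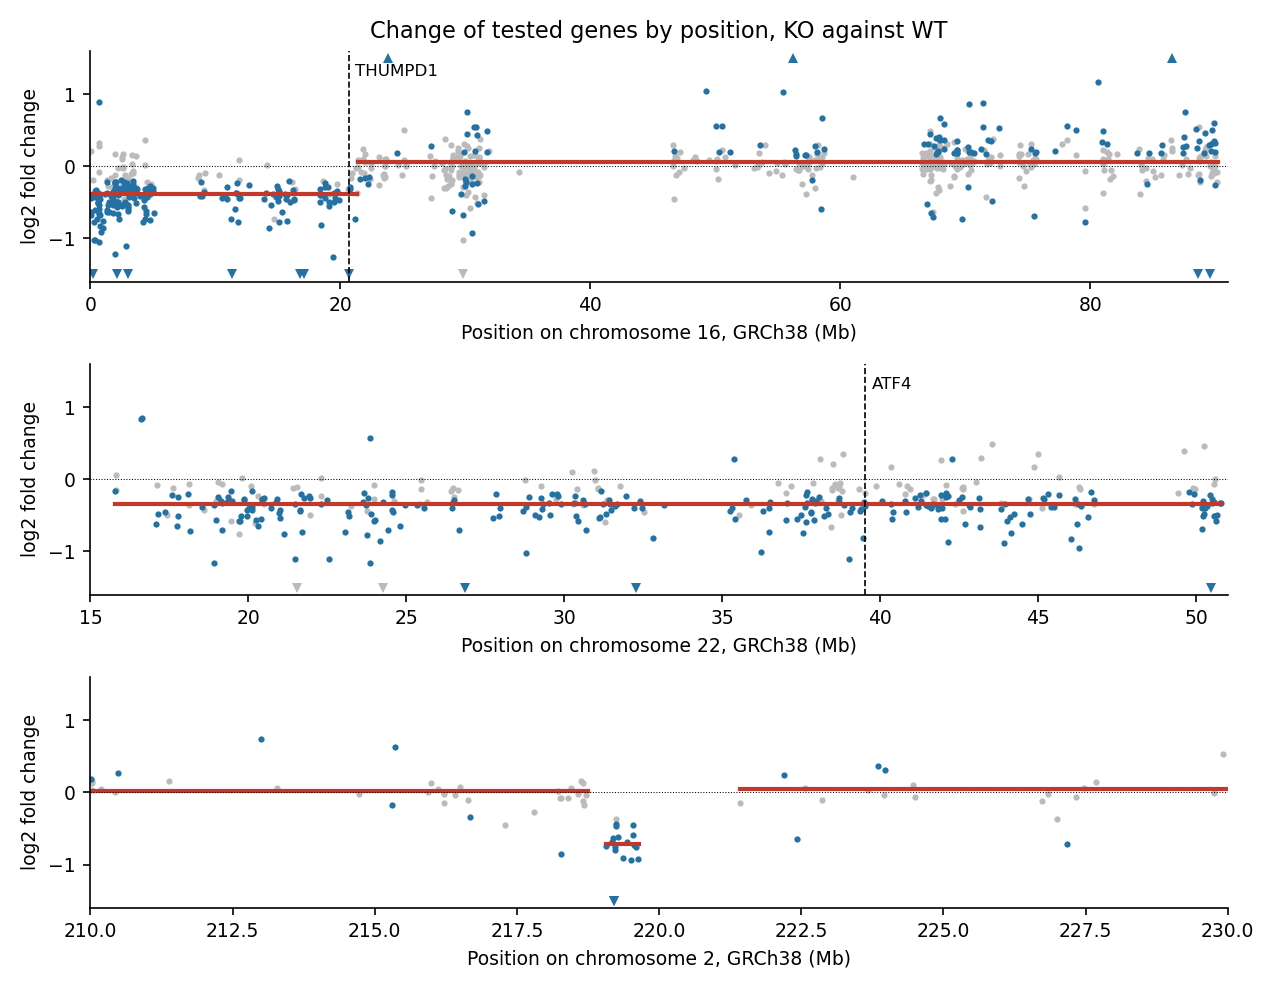
The log2 fold change of tested genes by start position (Mb) on chromosome 16, chromosome 22 and part of chromosome 2, where blue genes have an adjusted p under 0.05, red lines are segment medians, and triangles are genes beyond 1.5 in size. Most genes are below 0 on chromosome 22, on chromosome 16 up to about the position of THUMPD1, and in a short stretch of chromosome 2.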

Values the study reported

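The study reported n = 3 samples of each genotype for RNA-seq of HEK-293T cells. It described no rise of ATF4 targets such as ASNS in the THUMPD1 KO cells by proteomics or RNA-seq. The legend of the supplementary figure cited for this describes ASNS as lower. In these cells the study also reported a subtle increase in phosphorylated eIF2α, while THUMPD1 loss alone did not activate ATF4. In mouse cerebellum, the study reported a fold change of 1.25 for Atf4 mRNA in Thumpd1 KO against WT animals.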

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

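Removal of the GC content and length trend, omission of the lower segments, camera or fry with the replicate block, and leave-one-out fits with the filter applied again were chosen after the results were seen, as was keeping the tested genes fixed in the leave-one-out fits reported here. The THUMPD1 call held in every setting tried, with log2 fold changes from −2.96 to −2.79.

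The count of changed genes was 4025. It was 2083 at an adjusted p under 0.01, which follows from the stricter threshold, and ranged from 2663 (without THUMPD1 KO replicate 2) to 4245 (without WT replicate 1) across the 6 fits that each left out one library and so had fewer samples. Under the other settings it lay between 3200 (no CPM filter) and 5710 (GC content and length trend removed, with the replicate block). The median log2 fold change of all tested genes was 0.016, and between 0.0043 (edgeR) and 0.030 (library sizes alone) under the other scalings. The share of higher genes was 45.6% with DESeq2 and 55.9% with library sizes alone. No gene called in the comparison of the report changed direction under any of these settings. Of 270 genes changed at least 2-fold, 112 were counted with 1 CPM required in all 6 libraries. That filter drops 156 of the 270, all of them at or above 1 CPM in every library of one genotype, MAGEA1 and POTEF among them, so the change itself removes them. There were 630 with no CPM filter, where 31730 genes were tested, and 136 under the treat test, which requires more evidence by construction. Leaving out one library gave from 265 to 292. With the filter of 3 libraries applied again to the 5 left, the leave-one-out fits gave from 203 to 224 and from 2525 to 4152 changed genes. That filter drops 48 to 53 of the 270 genes, those of the genotype with fewer libraries, and lowers the extreme values. POTEF was then between −5.94 and −5.71, and ZNF726 between 2.06 and 2.58. Omitting the genes of the lower segments gave 3378 changed genes and 241 changed at least 2-fold.

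With the replicate block, 5297 genes were changed (2779 higher, 2518 lower) and 4017 of the 4025 were among them. The block changed the call for ASNS, SARS1, PPP1R15A, POLR1E and DDIT3 as the report gives, and raised the counts of changed members of all lists but the collision list, which stayed at 10. CHAC1 went from an adjusted p of 0.125 to 8.507e-04. The block changed no other call for the genes named by the rule, and no fgsea call of a list.

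Counts of changed list members moved with the setting. Over all settings they ranged from 6 (without THUMPD1 KO replicate 2 or 3) to 30 (lower segments omitted, with the block) for ATF4 targets. They ranged from 4 (without THUMPD1 KO replicate 2) to 12 (with the block) for synthetases. For ribosomal protein genes the range was from 2 (without WT replicate 3) to 19 (sample quality weights). For the list drawn up from the study the counts ranged from 2 (without THUMPD1 KO replicate 2 or 3) to 13 (GC content and length trend removed, with the block). They ranged from 3 (lower segments omitted) to 11 (trend removed, with the block) for RNA polymerase I genes, from 2 (without THUMPD1 KO replicate 2 or 3) to 9 (trend removed, with the block) for NF-kB genes, and from 5 (without THUMPD1 KO replicate 2 or 3) to 12 (sample quality weights) for collision genes.

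The ATF4 target list was called under all fgsea settings, with leave-one-out adjusted p values from 6.188e-10 (without WT replicate 2) to 0.00416 (without WT replicate 1). It was called by camera with a preset correlation of 0.01, but not by fry or by camera with an estimated correlation. For this list and for the synthetase list alike, adjusted p was 0.874 by camera with an estimated correlation, 0.647 by the same with the replicate block, 0.194 by fry and 0.0631 by fry with the replicate block. The synthetase list was also lost with fgsea ranked by log2 fold change (0.168), the GC content and length trend removed (0.0719), sample quality weights (0.0739) and library sizes alone (0.0593), and it ranged from 0.00802 (without WT replicate 3) to 0.279 (without WT replicate 1) across the leave-one-out fits. The ribosomal protein list ranged from 0.00752 without THUMPD1 KO replicate 1 to 1 without THUMPD1 KO replicate 3, where its score reversed to 0.57. The collision list, whose score was −0.83, reversed to 1.02 with the lower segments omitted (adjusted p 0.636) and to 0.98 with the block as well (0.748), since 4 of its members lie in them. It ranged from 0.404 to 0.991 across the leave-one-out fits and reversed without THUMPD1 KO replicate 1 (0.779). The other causes were not tested. The RNA polymerase I and NF-kB lists were called under no setting.

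For 49 named genes, 905 comparisons of a log2 fold change with its value under another setting were made, and 840 kept direction and call. In 30 a call was lost (5 genes: BIRC3, CDK1, EIF2S1, LARS1 and RPS26), in 27 a call was gained (8 genes: ASNS, DDIT3, EIF2AK1, POLR1B, POLR1E, PPP1R15A, PSMB4 and SARS1), and in 8 the direction reversed (4 genes, none called). Across the leave-one-out fits, EIF2AK3 ranged from −0.057 (without WT replicate 1) to 0.013 (without WT replicate 3) and was also positive without THUMPD1 KO replicate 3 (0.0056). MTOR ranged from −0.077 (without THUMPD1 KO replicate 3) to 0.0033 (without THUMPD1 KO replicate 1), and was 9.6e-04 with sample quality weights. POLR1A ranged from −0.024 (without THUMPD1 KO replicate 3) to 0.064 (without THUMPD1 KO replicate 1) and was also negative without WT replicate 2 (−0.0028). POLR1C ranged from −0.0092 (without WT replicate 1) to 0.073 (without WT replicate 3), and was −0.0030 with sample quality weights. The cause was not tested.

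At these depths, genes under 1 CPM had fewer than 32.2 to 44.1 read pairs per library, which limits what can be said of SLFN11, SLFN12 and the lowest THUMPD1 KO values of MAGEA1, POTEF, POTEI, ZNF334 and FAR2P1.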

Other observations

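The tests on chromosome segments, apart from that on expression level, and those on ATF4's position, on list members in segments and on depth for replicate 1 were chosen only after the result was seen.

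Across the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, gave as many changed genes (4025), and only 1 gave as many genes changed at least 2-fold (270). The other 9 gave 0 genes in each case, with 63 to 609 genes at an unadjusted p under 0.05 against 5922 for the real split. With 10 splits the share cannot go under 0.1. Of the 4 splits that part all 3 pairs, the real one included, the other 3 also gave 0 genes. All splits but the real one mix the genotypes, which puts the genotype difference within groups. Their counts of 0 therefore cannot show how many calls chance gives. An enrichment score as large in size as the real one was found in 7 of the 10 splits for the ATF4 target list, 10 for ribosomal protein genes, 9 for RNA polymerase I genes, 4 for synthetase genes, 7 for collision genes and 7 for NF-kB genes. Among the 4 splits that part all pairs it was found in 3 for the ATF4 target list and in 1, the real one, for the synthetase list. The other 3 of these splits each keep part of the genotype difference, so the counts cannot say how strong the fgsea evidence is for either list. By fgsea the ATF4 target list was called in 9 of the 10 splits and ribosomal protein genes in 7. Synthetase and RNA polymerase I genes were called in 4 each, NF-kB genes in 2 and collision genes in 0. The ribosomal protein list was not called in the real split. With WT replicate 1 and THUMPD1 KO replicates 2 and 3 as a group, its fgsea adjusted p was 9.255e-23. So fgsea can call a list here without a called shift between the genotypes. The fgsea p value permutes genes, and neither the ATF4 target nor the synthetase list was called by fry or by camera with an estimated correlation.

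Most genes of chromosome 22 and of the part of chromosome 16 that holds THUMPD1 were lower in THUMPD1 KO, and the tables argue against several technical explanations. Of 10000 random gene sets of the size of chromosome 22, 0 had as low a mean. This bears on chance in the order of genes and not on a technical cause, and chromosome 22 was chosen for its low values. With the GC content and length trend removed in the fit with the replicate block, the relative median of chromosome 22 was −0.32, and with library sizes alone in place of quantile normalization it was −0.35. The smallest shift in any pair of a THUMPD1 KO and a WT library was −0.32, so no single library made it. The real split was the only 1 of 10 with as large a median, a share that 10 splits cannot bring under 0.1. The other splits mix the genotypes and so must give smaller medians, so this share decides nothing. Libraries of one genotype differed by at most 0.046 on chromosome 22 and 0.11 on chromosome 16, against shifts of at least 0.32 and 0.33 in size in every pair of a THUMPD1 KO and a WT library. A candidate explanation is fewer copies of these regions in the THUMPD1 KO clone. If so, genes of all expression levels should be lower by a like amount, and this was seen: in 4 groups by expression the relative medians lay between −0.40 and −0.36, a largest difference of 0.040. The share of lower genes in each group decides nothing, since the regions were chosen for such shares. Going from 4 copies to 3 would give −0.42 and from 3 to 2 would give −0.58, against −0.36 and −0.41 measured, and the copy number in WT cells was not measured here. The lower segment of chromosome 16 ends at ABCA15P in the segmentation, while a separate fit of a single change point placed its end between LDAF1 and CRYM, 0.497 Mb from THUMPD1, and the 95% range of 1000 resamples, from −1.03 to 1.06 Mb relative to the gene, includes THUMPD1. A copy-number change that arose with editing and one that marks the clone or the parental cells from which it was sorted both remain open, since no DNA was analysed here and a single THUMPD1 KO clone cannot separate them from THUMPD1 loss.

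Lower ATF4 mRNA may share this origin. ATF4 lies on chromosome 22, and 40.5% of the genes of the chromosome had a lower log2 fold change, so that ATF4 moved like its neighbours. An effect of THUMPD1 loss on ATF4 itself remains open, but these data give no shift of ATF4 beyond that of its chromosome. The ATF4 fold change here was 0.772 in HEK-293T cells. That is lower than the value quoted from the study above, which was measured in mouse cerebellum.

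Lower mRNA of ATF4 targets had another distribution: 0 of the 37 tested members lie in the 3 lower segments, so the segments do not account for it directly. The list was lower in 100% of the pairs of THUMPD1 KO and WT libraries with the same number, with mean log2 differences of −0.59, −0.28 and −0.35 for numbers 1, 2 and 3, and 35, 29 and 33 of 37 members lower. An uneven weight of replicate 1 therefore does not account for the direction. Reduced ATF4 dosage may contribute, as may other differences of the clone, and neither was tested against THUMPD1 loss. The list also varied between replicates, with a median 0.37 higher in replicate 1, so this remains a hypothesis.

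Replicate 1 of both genotypes stood apart from the other two. In a fit with genotype as a term, 411 genes differed between replicate 1 and the rest (255 higher, 156 lower), against 0 for replicate 2 and 1 for replicate 3. At an unadjusted p under 0.05 the counts were 3106, 865 and 333. In the fits for replicates 2 and 3, replicate 1 stayed among the rest and added to the spread. The low counts for replicates 2 and 3 therefore cannot show that these lack shared differences of their own. The ATF4 target list was higher in replicate 1 by a median of 0.37 (fgsea adjusted p = 1.671e-25), and ASNS by 0.66, CHAC1 by 1.56, while HSPA8 was lower (−0.56). The difference was not specific to ATF4 targets. The synthetase list was also higher (adjusted p 9.634e-07), as was ATF4 (0.24, adjusted p 0.00758), and the RNA polymerase I (7.100e-08) and NF-kB (0.00386) lists were lower, so it bears on the synthetase call as well. After all libraries were thinned at random to the smallest total, from 284 to 433 genes were apart in replicate 1 over 10 thinnings, and 277 to 365 of these were among the 411. Thinning also removes counts, and a part played by depth is not excluded, but the values argue against depth as the whole cause. After removal of the GC content and length trend 701 genes were apart, so that trend does not account for the number of genes. Whether the 411 are among them was not examined. A shared harvest or culture state for libraries of one number could explain this pattern but was not tested, since the labels do not say what the numbers mark.

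Zinc-finger gene clusters on chromosome 19 were higher in THUMPD1 KO. With the GC content and length trend removed in the fit with the replicate block, the median of the 5 segments was 0.39, which argues against that trend as the whole cause. Reads shared between paralogs were not tested, and a clonal difference and an effect of THUMPD1 loss both remain open.

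Ribosomes of THUMPD1 KO cells pause at Leu codons rich in U and A according to the study. This raises the question whether mRNAs fall in which more of the Leu codons are UUA, UUG, CUU or CUA. Over 11495 coding genes, which are not independent replicates, the log2 fold change did not fall with the share of these among a gene's Leu codons. This is not their share of all codons of a gene, so a gene with few Leu codons can have a high value. The Spearman correlation was 0.176, and with length and GC content at the third position of other codons regressed out it was 0.0317. The log2 fold change followed GC content at the third codon position with a correlation of −0.175, and libraries of one genotype differed along GC content with correlations of up to 0.456 in size. In the 9 pairs of a THUMPD1 KO and a WT library the correlation with GC content ranged from −0.288 to −0.0117, so all were negative. GC content bias between libraries may contribute to the unadjusted relation, and a difference of the genotypes along GC content is not excluded. For Ser codons the corresponding partial correlation was 0.0067.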
